# Multi-Parametric Profiling Network Based on Gene Expression and Phenotype Data: A Novel Approach to Developmental Neurotoxicity Testing

**DOI:** 10.3390/ijms13010187

**Published:** 2011-12-23

**Authors:** Reiko Nagano, Hiromi Akanuma, Xian-Yang Qin, Satoshi Imanishi, Hiroyoshi Toyoshiba, Jun Yoshinaga, Seiichiroh Ohsako, Hideko Sone

**Keywords:** developmental neurotoxicity, embryonic stem cells, high-content screening, Bayesian network modeling, gene expression, multi-parametric analysis

## Abstract

The establishment of more efficient approaches for developmental neurotoxicity testing (DNT) has been an emerging issue for children’s environmental health. Here we describe a systematic approach for DNT using the neuronal differentiation of mouse embryonic stem cells (mESCs) as a model of fetal programming. During embryoid body (EB) formation, mESCs were exposed to 12 chemicals for 24 h and then global gene expression profiling was performed using whole genome microarray analysis. Gene expression signatures for seven kinds of gene sets related to neuronal development and neuronal diseases were selected for further analysis. At the later stages of neuronal cell differentiation from EBs, neuronal phenotypic parameters were determined using a high-content image analyzer. Bayesian network analysis was then performed based on global gene expression and neuronal phenotypic data to generate comprehensive networks with a linkage between early events and later effects. Furthermore, the probability distribution values for the strength of the linkage between parameters in each network was calculated and then used in principal component analysis. The characterization of chemicals according to their neurotoxic potential reveals that the multi-parametric analysis based on phenotype and gene expression profiling during neuronal differentiation of mESCs can provide a useful tool to monitor fetal programming and to predict developmentally neurotoxic compounds.

## 1. Introduction

One of the emerging issues in developmental neurotoxicology is to detect effects of chemicals on fetal programming, which is defined as variations in metabolism, gene expression and genome modification during fetal life that induce or repress the somatic structure and physiological systems after development [1–4]. A significant issue in the prevention of neurodevelopmental deficits of chemical origin is the paucity of testing of chemicals for developmental neurotoxicity [5]. New, precautionary approaches that recognize the unique vulnerability of the developing brain are needed for testing and to control the use of chemicals.

Toxicity testing using embryonic stem cells (ESCs) is an efficient approach for developmental neurotoxicity testing (DNT) [6,7]. Compared with the DNT in animal studies, which are costly, time-consuming, and require considerable numbers of laboratory animals, the ESCs test is unique in that, in a relatively simple cell-line-based assay, it incorporates the entire differentiation route from pluripotent ESCs into differentiated cells [8]. Furthermore, as the neuronal differentiation of ESCs provides insight into the early neurogenesis during embryonic development, several protocols have been developed based on the disturbances of this process to model developmental neurotoxicity [9,10]. A 13-day neural differentiation protocol of mouse embryonic stem cells (mESCs), which is combined with morphological observation, immunocytochemistry, gene expression and flow cytometry, has been applied to assess the developmental neurotoxicity of methyl mercury chloride [9]. More recently, a broad gene expression profile during a 20-day differentiation process of mESCs has been successfully designed, in which transcription-based end points have been used to identify the disturbed neuronal differentiation of mESCs [10]. Developing neurons display plasticity in the type of neurotransmitter phenotype that they can assume, and alterations of synaptic activity and expression of neurotrophic factors can influence the “wiring” of developing neuronal circuits [11]. Consequently, exposure to environmental chemicals that promote or interfere with synaptic activity or expression/function of neurotrophins can result in miswiring, leading to neurobehavioral anomalies. However, a sensitive method for quantitatively measuring alterations of fetal programming during neuronal differentiation, particularly in the connection between the early disturbances and the later outcomes, has not yet been devised.

Here, we produced a high-content and sensitive method for quantitatively measuring the developmental neuronal toxicity of 12 environmental chemicals (see Table 1) using mESCs test combined with DNA microarray analysis, morphological analysis and Bayesian approaches. This confers a new predictive insight for chemical screening in a complex cell culture system that mimics early mammalian embryonic development. We performed multi-parametric profiling of gene expression data sampled at the early stage of mESC differentiation and neuronal phenotype data sampled at a later stage of neuronal cell differentiation after embryoid body (EB) formation. Then, these sampled data were analyzed by a Bayesian network analysis (BNA). This analysis can be depicted graphically to represent the probability structure of the causal complex [12–14].

The Bayesian algorithm used in this study was proposed by Toyoshiba *et al.* as a prediction tool for the effect of exposure to chemicals [15]. The TAO-Gen algorithm is based on the assumption of a linear relationship between changes in the expression levels of two genes following chemical exposure [16], which employs the Gibbs sampling method on the search algorithm to estimate posterior probability distribution [17,18]. The advantage of Gibbs sampling is that it samples from a full conditional distribution and it is an efficient and easy sampling procedure. Gibbs sampling is a Markov chain Monte Carlo method, which involves generating a sample from one or several variables with an acceptance probability of one. This process is repeated until the sampled probability distribution is close to the actual distribution. This algorithm can be used to search for key transcription factors of signal transduction during ES cell differentiate process [19].

Therefore, the overall aim of this paper is to make a conceptual and methodological proposal to establish a more efficient approach for DNT (Figure 1). More specifically, two objectives are addressed. The first is to describe the DNT design and to identify multi-parametric profiling networks (MPNs) multiple-index networks for 12 environmental chemicals as examples. These are based on the gene expression signatures of mESCs and phenotype profiling of neurons differentiated from EBs. The second objective is to suggest an information-predictive approach to detect alterations of fetal programming that can be made operational using BNA. We propose BNA as an operational tool for empirically applying the DNT approach.

## 2. Results and Discussion

### 2.1. Phenotype Profiling Based on the Morphology of Differentiated Neuronal Cells by High-Content Image Analysis and Generation of Phenotypic Networks

EBs neurally differentiated into neural cells after transfer to OP/L-coated plates. Effects of the 12 environmental chemicals on neural cell growth and NS morphology are shown in Figure 2. Dexamethazone (Dex), Permethrin (PMT) and 17β-estradiol (E2) significantly increased neurite length, while 4-OH-2′,3,3′,4′,5′-pentachlorobephenyl 107 (PCB), triiodotyronine (T3), Thalidmide (TMD), cyclopamine (CPM) and methoprene acid (MPA) significantly decreased neurite length compared with DMSO control (Figure 2A). In glial fibrillary acidic protein (GFAP) positive glial cells, Dex, 5α-dihydrotestosterone (DHT), bisphenol A (BPA) and PCB significantly increased neurite length, while TMD significantly decreased neurite length (Figure 2B). Chemicals were then classified based on morphological features by MPN analysis to extract and predict their toxicities. 12 phenotypic networks (PNs) were generated from the MPN analysis based on the phenotypes of neuronal cells and NSs. We manually classified three categories out of the12 PNs depending on network structures (Figure 3).

### 2.2. Generation of a Comprehensive Network Based on Gene Expression and Phenotype Profiling by a Bayesian Network Model

A significant advantage of our unique MPN analysis is that it can predict the correlation coefficient for each pair of nodes, regardless of the data types. Our initial efforts were to derive the interactions between variations of gene expression data after chemical exposure at the early stage of mESC differentiation and effects on the neuronal phenotype data sampled at a later stage of neuronal cell differentiation after EB formation. That is to perform a comprehensive analysis combining data from two different properties. 

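In embryoid bodies (EBs), aggregates of mouse embryonic stem cells (mESCs), the first lineages of the embryo begin to form, and the RNA of this stage shows which developmental genes a chemical has changed before neurons appear. EBs were exposed for 48 h to 1 of 12 chemicals at 2 doses each, or to the solvent DMSO at 0.1%, and their RNA was measured on Illumina Mouse WG-6 arrays, which read each transcript with beads that carry a probe for it. There was 1 array per chemical and dose and 1 DMSO array, 25 in all, so no condition had a replicate, and the doses of a chemical are not replicates of each other. Whether RNA of several cultures was pooled for an array is not stated in the sources used here. The authors deposited the signal intensity of 45281 probes on each array with its detection p-value, and a second table of intensities normalized in GeneSpring. That table holds 2 separately normalized sets, DMSO, E2, DHT and BPA (7 arrays) and the other 9 chemicals (18 arrays). The values given here start from the non-normalized signal. Background was corrected with the detection p-values (limma, offset 16), and all arrays were quantile-normalized together and put on the log2 scale. The 19140 probes detected at a p under 0.01 on at least 2 arrays were kept, and 14451 to 16381 probes were detected per array. The mean of a chemical's doses was compared with DMSO in limma, with the difference between the doses, pooled over the chemicals (12 residual degrees of freedom), as the spread. This spread holds both technical noise and any effect of the dose, and the single DMSO array was assumed to vary like the others. With the mean of the treated arrays taken off each probe, the doses of a chemical correlated across probes at a mean r of 0.607 (permutation test on pairs of arrays, one-sided, p = 1e-05, the smallest that 100000 random pairings can give). Different chemicals correlated at a mean r of 0.356 where they shared a normalization set and a dose range. Where they did not, the mean r was -0.156. With PCB and BPA left out, it was 0.590 for the doses of a chemical and 0.564 for different chemicals that shared both. The random pairings mixed arrays that did and did not share them, so that test cannot tell a likeness by chemical from one by group. Probes are not independent replicates. Every chemical was therefore also compared with the other chemicals of its own group of arrays, a comparison added after the data had been seen. The groups were E2 and DHT with DMSO, the chemicals given at 1 and 10 nM in the second set (T3, DEX, TCDD and PCB), those given at 0.1 and 10 uM (TMD, PMT and CPM), and those given at 1 and 100 uM (DEHP and MPA). BPA, given at 1 and 100 pM, had no other chemical in its group.

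**Figure D1:**
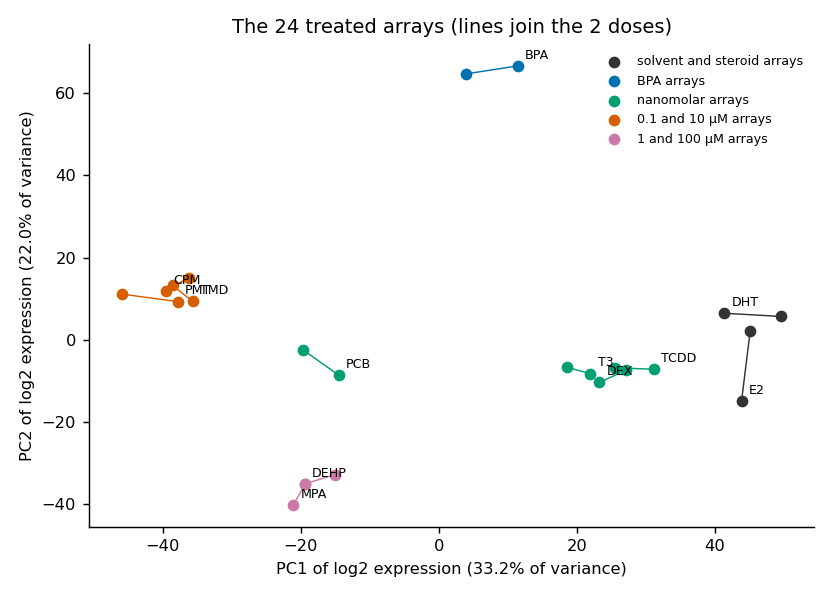
Scores of the 24 arrays of exposed EBs, without DMSO, on the first and second principal components of the log2 signal of the kept probes, 1 point per array, colored by group of arrays, with a line between the doses of a chemical. The components hold 33.2% and 22.0% of the variance. The doses of a chemical lie close together, except those of E2, at 2.05 (1 nM) and -14.9 (10 nM) on the second component. The arrays of a group do so as well, except E2 at 10 nM and those of PCB. The latter lie apart from T3, DEX and TCDD on the first component.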

We extracted a discriminative gene group as a gene expression signature from exhaustive genetic profiling, each group was defined by their characteristic category (Table 2) and these gene sets were used in a gene and phenotype interaction network (GPIN) with cell morphological data (Figure 4). 

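A gene set can follow a chemical only through those of its genes that the cells transcribe at Day 2. Of the 17 genes of the Alzheimer set in Table 2, 13 were named by a probe, 10 passed the filter on detection and 9 were detected on the DMSO array. The Autism set had 18 genes, of which 11 passed the filter, and the Parkinson set had 15, of which 6 passed. In the Axon guidance set 13 of 21 genes passed, and 7 were detected on DMSO. The Pluripotent set was the most completely measured, with 20 of 22 genes kept and 19 detected on DMSO. The Neural development set had 15 of 21 genes kept, and the Oxidative stress set 22 of 26. Genes of Table 2 without a probe of that name were not analysed here.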

To verify whether the MPN analysis can draw out the developmental neurotoxicity, typical examples of DPINs for autism and Parkinson’s disease related gene sets exposed to TMD and PMT, respectively, were discussed.

In DMSO control GPIN, RARα positively regulates Fmr1 expression via positive regulation of RARγ expression, suggesting that RA induced neural differentiation could maintain Fmr1 expression. On the other hand, Mecp2, the responsible gene of Rett syndrome, negatively related with Fmr1 expression. It is reasonable because Mecp2 plays a role in the transcriptional repression of methylated genes including Fmr1 [20]. However, in TMD-exposed GPIN, Fmr1 was not regulated by RARs, indicating the neural induction by RA was counteracted by TMD. 

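The retinoic acid receptors RARα, RARβ and RARγ are transcription factors that switch on neural genes when retinoic acid binds, and Fmr1 encodes an RNA-binding protein that controls translation in neurons. On the DMSO array, Rarg had a log2 signal of 8.85 and its probe (ILMN_2618068) was detected on all 25 arrays. Fmr1 had one of 6.48 (ILMN_1255527) and was detected on 22 arrays. Rara was close to background, with a log2 signal of 5.83 and a detection p of 0.0171 on DMSO (ILMN_2661242), and was detected on 7 arrays only. A single DMSO array gives no relation between these genes within that condition.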

TMD repressed expression of Fmr1 and Mecp2 and MPN analysis also revealed that Fmr1 positively related with Mecp2 in TMD treated EB derivatives. 

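Loss of Fmr1 causes fragile X syndrome, in which autism is frequent. After TMD, the log2 signal of Fmr1 was 6.72 at 0.1 uM and 6.88 at 10 uM. The mean log2 ratio to DMSO was 0.33 (standard error 0.32, adjusted p = 0.469 from limma), which lay within the spread between doses, and each dose was higher than DMSO. Against PMT and CPM, which share the dose range of TMD, the log2 difference was -0.064 (standard error 0.23, adjusted p = 1.00 from limma). The other 3 probes of Fmr1 were detected on no array.

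**Figure D2:**
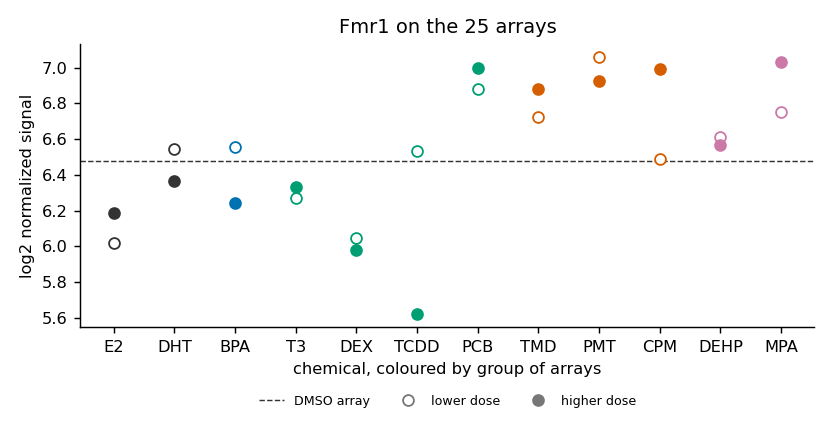
Log2 normalized signal of Fmr1 (vertical axis) by chemical (horizontal axis), with an open point for the lower dose, a filled point for the higher and a dashed line for the DMSO array. Both TMD arrays, at 6.72 and 6.88, lie above the DMSO array at 6.48.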

The results mean that TMD repressed expression of Mecp2 via repression of Fmr1 expression. It seemed to contradict the epigenetic silencing of Fmr1 gene by Mecp2. However, Zhang *et al.* reported that Mecp2 mRNA expression level was drastically decreased in the brains of Fmr1 knockout mice, an animal model of fragile X syndrome of autism spectrum [21]. This means the relationship between Fmr1 and Mecp2 is different between normal and pathological neurons. Additionally, Gabrb3, a subunit of GABA A receptor, was positively affected by Mecp2. In Mecp2 deficient mice, subtle dysfunction of GABAergic neurons contributes to numerous neuropsychiatric phenotypes [22]. The relationship of morphological parameters and gene expression parameters was also changed by TMD. RARs became a hub connecting the genes and morphological parameters and NS_formfactor related to expression of some genes independently from other morphological parameters in DMSO control GPIN. This result suggests that RA induced neural differentiation via RARs, thereby, inducing morphological changes. 

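Tsc1 and Tsc2 form the complex that restrains growth through mTOR, and mutations in either cause tuberous sclerosis. Tsc2 (ILMN_3135566) was higher after TMD than on DMSO, with a log2 ratio of 0.83 (standard error 0.17, adjusted p = 0.000341 from limma). Its log2 ratio was 0.80 at the lower dose and 0.85 at the higher, and another probe of the gene gave 0.92. Tsc1 (ILMN_2465589) was lower, at -0.86 (standard error 0.30, adjusted p = 0.0274 from limma), while a probe of Tsc1 detected on 5 arrays gave 0.66 without passing (adjusted p = 0.163). For Rarg, the log2 ratio was -0.77 (standard error 0.25, adjusted p = 0.0220 from limma), but a second probe detected on all 25 arrays (ILMN_3132660) gave 0.11 (adjusted p = 0.770). Rara, at 0.11, and Rarb, at -0.28, did not pass in limma (adjusted p = 0.867 and 0.646), and a second probe of Rarb gave 0.25. Tsc1 no longer passed in limma without the lower dose (-0.71, adjusted p = 0.149) or with the mean of its probes (-0.19, adjusted p = 0.624), nor did Rarg without the higher dose (-0.67, adjusted p = 0.111) or with the mean of its probes (-0.33, adjusted p = 0.210). In the authors' normalized table neither passed, and relative to the other 11 chemicals Tsc2 did not pass either, at 0.17. Of the 6 genes named for TMD that could be tested, 1 was higher and 2 were lower, and the same counts held when adjusted over the list alone. None of the 6 passed against PMT and CPM, where Tsc2 was at -0.15 and Tsc1 at 0.23.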

In TMD-exposed GPIN, the morphological parameters were independent from RARs and the expression of Tsc2 related to them via positive connection with NS_formfactor. These results also indicated a counteraction by TMD against the neural induction by RA. Tcs2 is well known to affect cell proliferation and to control cell size and neural development [23]. Therefore, Tsc2 had a high correlativity to morphological parameters.

Parkinson’s disease is the result of degeneration of dopaminergic neuron expressing Th. Recently, some research showed that exposure to pyrethroids including PMT could change the dopaminergic system [24,25]. The genes including in the Parkinson set can be divided into three groups, the ubiquitin pathway (Park2, Snca and Uchl1) and the mitochondrial pathway (Park7, Casp3, Casp7 and Casp9) [26] and genes needed for normal dopaminergic activity (Slc6a3 and Th). In DMSO control GPIN, the ubiquitin pathway genes were not connected into the network. 

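Uchl1, of the ubiquitin pathway, encodes a deubiquitinating enzyme abundant in neurons and had a log2 signal of 9.69 on the DMSO array (ILMN_1225261). Of the mitochondrial pathway, Park7, whose product protects against oxidative stress, had one of 14.66 (ILMN_2728754), and Casp9, an initiator caspase, one of 9.85. These 3 genes were detected on every array. Slc6a3, the dopamine transporter gene, and Th, which encodes the enzyme that limits dopamine synthesis, were detected on no array of Day 2, nor were Esr1 and Esr2.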

The mitochondrial pathway genes were connected positively but no connection was detected affecting the expression of Th. These results mean that the differentiation of Th positive neuron was not affected by both pathways in normal neuronal differentiation. However, in PMT-exposed GPIN, all genes were connected into the network. Th expression was positively related by Park7, RARβ, Slc6a3 and Uchl1 and negatively related by Snca, Esr1, Crossing_point and NS_formfactor. These results suggest the differentiation of Th positive neuron was affected in a complex manner in PMT exposed EB derivatives. 

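Dopaminergic neurons arise long after Day 2. Th, Slc6a3 and Esr1 had no detected signal after PMT at either dose. Uchl1 was higher after PMT, with a log2 ratio to DMSO of 0.59 (standard error 0.17, adjusted p = 0.00857 from limma). The log2 ratio was 0.44 at 0.1 uM and 0.75 at 10 uM, and from the lower dose alone it did not pass in limma (adjusted p = 0.0968). Park7 did not differ beyond the spread, at -0.15 (standard error 0.097, adjusted p = 0.257), and the authors' normalized table gave 0.14 for it. Rarb, which lies near background, was at 0.21 (standard error 0.41, adjusted p = 0.732 from limma), and without its lower dose at -0.0031. Of 4 testable genes named for PMT, 1 was higher and none was lower from limma, also when adjusted over the list alone. Compared with TMD and CPM, Uchl1 was lower by 0.21 after PMT and no gene passed.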

Interestingly, Park7, Casp3, Snca, Park2 and Casp9 were connected indicating the ubiquitin pathway and the mitochondrial pathway affected each other as well as they do in dopaminergic neurons of Parkinson’s disease. Th positive neuron might die by apoptosis because we detected the increased expression of Casp3 and Casp9 in addition to these results. 

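Caspase 9 starts the mitochondrial route of apoptosis once cytochrome c has left the mitochondria. The log2 signal of Casp9 (ILMN_1217061) was 9.69 after PMT at 0.1 uM and 9.58 at 10 uM. The mean log2 ratio to DMSO was -0.21 (standard error 0.17, adjusted p = 0.341 from limma), a difference within the spread between doses. Its sign depended on the reference and on the values used. It was 0.055 (standard error 0.12) against TMD and CPM, and 0.058 from the authors' normalized table, and neither passed. The other 3 probes of Casp9 were detected on no array.

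**Figure D3:**
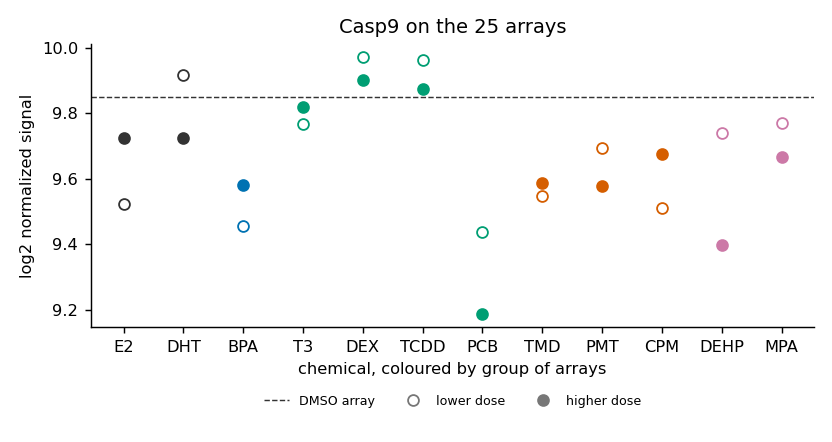
Log2 normalized signal of Casp9 (vertical axis) by chemical (horizontal axis), with an open point for the lower dose, a filled point for the higher and a dashed line for the DMSO array. The PMT arrays lie at 9.69 and 9.58 and the DMSO array at 9.85.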

Although all morphological parameters were connected to GPIN in DMSO control, the NS morphological parameters (NS_area, NS_count and NS _perimeter) were not connected to other morphological parameters or genes in the PMT-exposed GPIN. The neurite morphological parameters (Neurite_length, Branch_point, Crossing_point and Posi_area) influenced expression of genes in contrast to the NS morphological parameters. Considering the significant increase of total length of Map2-positive neuron (Figure 2A) and no change in the NS morphological parameters by PMT, the PMT-exposed GPIN successfully drew the change of neuronal morphology.

The comparison of TMD-exposed GPIN or PMT-exposed GPIN with DMSO control GPIN for Autism set and Parkinson’s disease set could be understood without contradicting known pathological pathways. Therefore, we propose that our MPNs approach could draw out the risk of chemicals. The gene expression profiling data of our study have been published on the Profiles of Chemical Effects on Cells (pCEC) system [27], which is a toxicogenomics database with a toxicoinformatics system for risk evaluation and toxicity prediction of environmental chemicals [28] and produced by the National Institute of Environmental Studies, Japan. The microarray data have also been released on the GEO data base [29].

### 2.3. Classification of Chemicals Based on the Values of the Parameters of the Comprehensive Networks

The genomic data and cell morphological data were converted to the same matrix vector and were used to analyze GPIN. 

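Gene expression is the part of the network data that could be followed on the arrays, as the morphological parameters were not used here. Over the 12 chemical means and DMSO, the first and second principal components of the log2 signal held 80.2% of the variance of the Alzheimer set and 77.4% of that of the Parkinson set. In the Autism set the share was 68.5%, and in the Axon guidance set 69.4%. It was 78.4% for the Pluripotent set, 80.3% for the Neural development set and 73.5% for the Oxidative stress set.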

Principal component analysis (PCA) based on the probabilistic relationship data of the GPIN showed that all variance between the 12 chemicals could be described using the first and second principal components (PCs) (Figure 5). The two dimensional PCA plot showed four different groups: DMSO control (black), TMD group (CPM and DHT, green), BPA group [2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD), PCB, T3, bis(2-ethylhexyl) phthalate (DEHP) and E2, blue] and MPA group (PMT and DEX, red) were derived for the Alzheimer’s disease related gene set. 

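The genes of the Alzheimer set include App, the precursor of the amyloid peptide, and Bace1, the protease that makes the first step of its cleavage. App (ILMN_2791028) was lower than on DMSO after TMD, with a log2 ratio of -1.53, after PMT, at -1.55, and after PCB, at -1.02 (standard error 0.14 each, adjusted p = 2.8e-09, 1.8e-09 and 5.0e-06 from limma). The other 2 probes of App detected on all arrays were lower too, but by less. Both passed after PMT, 1 of them after TMD (-0.64, and -0.57 for the other) and neither after PCB (-0.37 each). Bace1 was higher after TMD and PMT, at 0.92 and 0.94. CPM, of the same group of arrays, had 1 gene of the set higher and 3 lower than on DMSO. Within that group no gene of the set passed for TMD, PMT or CPM. The differences after TMD and PMT therefore cannot be told from a difference between the group and DMSO. The distance between chemicals was taken as the root mean square difference of their mean log2 signal over the 10 genes kept. Between chemicals of one color of the plot it was 0.522 on average, and between chemicals of different colors 0.528 (exact permutation test over the 18480 ways to assign the chemicals, one-sided, p = 0.406). Where chemicals were instead paired by normalization set and dose range, the distance was 0.293 within these groups of arrays and 0.573 otherwise.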

The same color coding was used for other experiments, which enabled us to visually recognize changes to the grouping of chemicals. When the largest variable variation was placed in the vertical axis (PC1) and the second variation in the horizontal axis (PC2), the two-dimensional plot showed the position of each chemical. PMT and DEX were located near, but separated from, DMSO in Alzheimer set and Parkinson set. 

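The distance of each array from DMSO was measured as the root mean square log2 ratio over the genes of a set. In the Alzheimer set PMT lay farthest of the 12 chemicals, at a mean distance of 0.846 (exact permutation test over the choice of 2 arrays among 24, one-sided, p = 0.0254). CPM was next at 0.845. DEX was the 6th from the farthest, at 0.578 (p = 0.554 from the same exact test). In the Parkinson set PMT was 4th, at 0.469, and DEX 5th, at 0.431 (exact p = 0.185 and 0.355). PCB was farthest, at 0.569 (exact p = 0.0362). The smallest p of this test is 0.00362, and none of the 12 chemicals in the 7 sets passed a Benjamini-Hochberg adjustment (lowest value 0.304). It treats arrays of a group as independent, which their resemblance does not bear out. The chemicals differed more than their doses did in the Alzheimer set (permutation test, p = 4e-05) and in the Parkinson set (p = 0.0371). With pairings drawn only among the arrays of a group, a test added after the data had been seen, this held in the Alzheimer set (permutation p = 0.0150) and not in the Parkinson set (p = 0.0715). Without the 0.1 uM array, PMT no longer passed in the Alzheimer set (exact p = 0.261), nor with the mean of the other 11 chemicals in place of DMSO (exact p = 0.286). Its distance from TMD and CPM, the others of its group, was 0.865 times the mean of such distances of the other 10 chemicals over all groups, and no gene of the set passed there. Of the genes of the Alzheimer set, 1 was higher and 4 were lower after PMT in limma, also when adjusted over the list alone. None passed for DEX (1 higher and 1 lower when adjusted over the list alone).

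**Figure D4:**
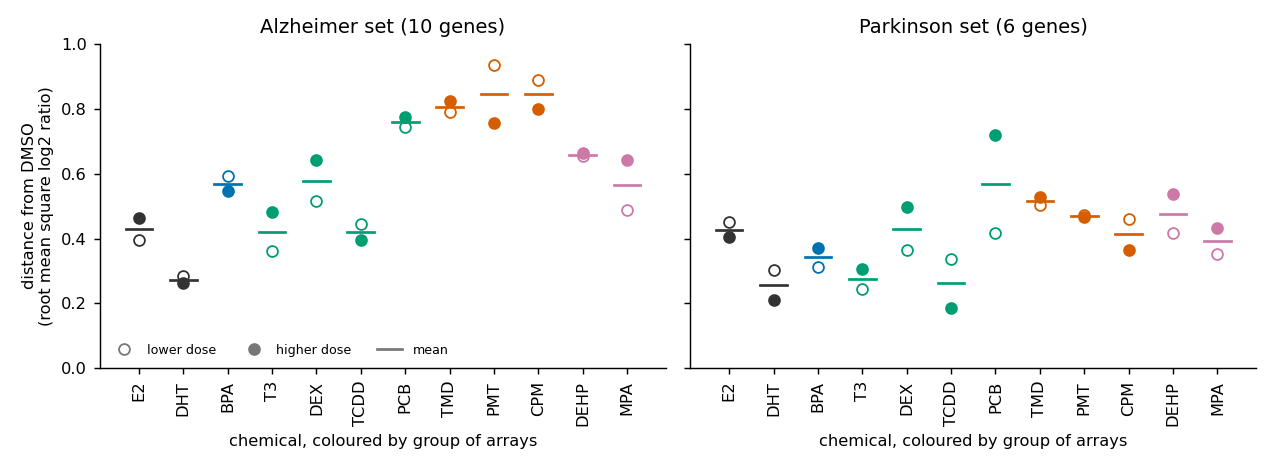
Root mean square log2 ratio to DMSO (vertical axis) of each chemical (horizontal axis) over the genes of the Alzheimer set and of the Parkinson set, with an open point for the lower dose, a filled point for the higher and a line at their mean. PMT is farthest in the Alzheimer set, at 0.846, and PCB in the Parkinson set, at 0.569.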

The toxic effects of DEX were reported in animal model of Alzheimer’ disease [30] and Parkinson’ disease [31] although we found no report about PMT in Alzheimer’s disease. 

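Estradiol (E2) and dihydrotestosterone (DHT) are steroid hormones. The genes of the estrogen receptors, Esr1 and Esr2, were detected on no array of the EBs of Day 2. In the Alzheimer set, E2 lay at a mean distance of 0.429 from DMSO and DHT at 0.273. In the Parkinson set the distances were 0.428 for E2 and 0.256 for DHT. Both E2 arrays were farther than both DHT arrays in each set, and 2 arrays against 2 are too few for an exact test to pass. The distance from the other chemicals is another measure and does not bear on the order from DMSO. With the mean of the other 11 chemicals in place of DMSO, the distance of E2 minus that of DHT was -0.131 in the Alzheimer set and -0.146 in the Parkinson set. With DMSO as the reference but only genes detected on all 25 arrays, it was -0.0135 and 0.0155. Against DMSO, no gene of either set passed in limma for E2 or DHT, also when adjusted over the list alone. Compared directly, E2 and DHT differed in none of them either, but when adjusted over the list alone Rarg passed in both sets (E2 lower by 0.70 on the log2 scale, standard error 0.21, adjusted p = 0.119 over all probes in limma) and Uchl1 in the Parkinson set (E2 higher by 0.40, standard error 0.14, adjusted p = 0.172 over all probes).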

In Alzheimer set, E2 was located further away from DMSO than DHT and the opposite positioning was detected in Parkinson set. It might reflect the sexual differences of the diseases as the risk of Alzheimer’s disease is higher in females [32] and that of Parkinson’s disease is higher in males [33]. Because the responsible genes of gender specific Autism spectrum were involved in the Autism set, such gender dependent differences might not be detected in present data. 

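Thalidomide (TMD) exposure early in pregnancy raises the risk of autism. Over the 11 genes kept of the Autism set, TMD lay at a distance of 0.681 from DMSO, the 4th from the farthest (exact permutation test, one-sided, p = 0.319). PMT, at 0.763, CPM, at 0.751, and PCB, at 0.682, lay farther. The chemicals did not differ beyond the difference between doses in this set (permutation test, p = 0.230). With the median absolute log2 ratio as the distance, TMD was 1.44 times the mean of the others (exact p = 0.0145). After TMD, 2 genes of the set were higher and 2 were lower in limma, also when adjusted over the list alone. None passed against PMT and CPM.

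**Figure D5:**
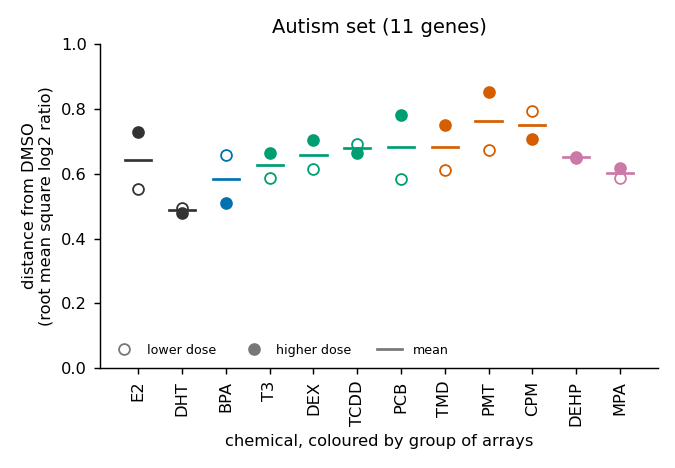
Root mean square log2 ratio to DMSO (vertical axis) of each chemical (horizontal axis) over the genes of the Autism set, with an open point for the lower dose, a filled point for the higher and a line at their mean. TMD, at 0.681, lies among the other chemicals, and PMT is farthest at 0.763.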

In Autism set, TMD was more separate from DMSO than the others. Indeed other than TMD, the chemicals show no evidence of involvement in autism at present. In the Axon guidance set, all chemicals were almost equally distant from DMSO. 

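Axon guidance genes such as the semaphorins and ephrins steer growing axons and also act earlier in cell sorting. In this set, 13 genes could be followed, and the distance from DMSO ranged from 0.344 for DHT to 0.708 for MPA, a ratio of 2.06. PMT lay at 0.700 and CPM at 0.692, and E2 at 0.354. The chemicals differed more than the doses of a chemical did (permutation test, p = 0.00207), but not where pairings were drawn only among the arrays of a group (permutation p = 0.199), a test added after the data had been seen. The ratio between the farthest and the nearest chemical was 3.21 without the 10 nM array of E2.

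**Figure D6:**
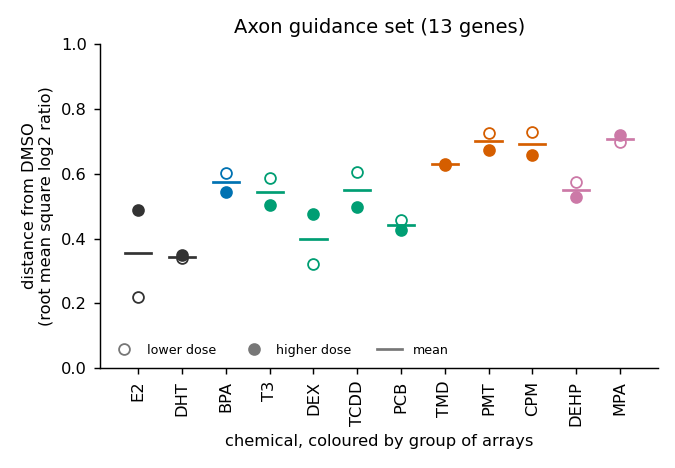
Root mean square log2 ratio to DMSO (vertical axis) of each chemical (horizontal axis) over the genes of the Axon guidance set, with an open point for the lower dose, a filled point for the higher and a line at their mean. The means run from 0.344 (DHT) to 0.708 (MPA).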

As shown in (Figure 2A), all chemicals influenced the total length of Map2-positive neuron at high dose. Therefore, this result is reasonable. In the pluripotent set, PMT and PCB were separated from the others indicating that these chemicals affected the differentiation from ES cells. 

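Pluripotency rests on a circuit of transcription factors, among them Pou5f1, Sox2 and Nanog, that is shut down as ES cells differentiate. Over the 20 genes kept of the Pluripotent set, MPA was farthest from DMSO, at 0.700 (exact permutation test, one-sided, p = 0.0217). PMT was 3rd, at 0.642 (exact p = 0.0978), and PCB 7th, at 0.448 (exact p = 0.652). PMT passed the exact test in the authors' normalized table, with the mean of all probes of a gene and with the median absolute log2 ratio (exact p = 0.0290, 0.0254 and 0.00362). After PMT, 9 genes of the set were higher and 1 was lower in limma, also when adjusted over the list alone. After PCB, 5 were higher and 1 was lower (6 and 2 when adjusted over the list alone). Pou5f1 did not pass after PMT, at a log2 ratio of 0.029, or after PCB, at -0.12 (adjusted p = 0.891 and 0.540 from limma). Within its group of arrays PCB stood apart from T3, DEX and TCDD, with 9 genes of the set past the threshold. Nanog was higher there by 0.57 on the log2 scale (standard error 0.12, adjusted p = 0.000748 from limma). Against DMSO, Nanog did not pass after PCB, at 0.21 (ILMN_2706623, adjusted p = 0.456 from limma), while a second probe passed, at 0.64 (adjusted p = 0.0154). The distance of PCB from T3, DEX and TCDD was 1.57 times the mean of such distances of the other 10 chemicals over all groups (exact p = 0.0260 over the arrays of all groups). No gene passed for PMT within its group.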

In fact, PMT and PCB are also located away from DMSO in neural development set. 

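Sox2 marks both pluripotent cells and neural progenitors, and Gbx2 takes part in patterning the hindbrain. In the Neural development set, PMT was the farthest of the chemicals from DMSO, at 0.840 over 15 genes (exact permutation test, one-sided, p = 0.0217). From its 10 uM array alone it did not pass (exact p = 0.261). PCB was the 6th, at 0.530 (exact p = 0.496). After PMT, 4 genes were higher and 1 was lower in limma (4 and 2 when adjusted over the list alone). After PCB, 3 were higher and 1 was lower, also when adjusted over the list alone. Gbx2 (ILMN_1249766) was higher after PMT by 1.04 on the log2 scale (standard error 0.13, adjusted p = 8.0e-07 from limma), and Fos (ILMN_2750515) fell by 2.20 (standard error 0.32, adjusted p = 5.1e-06). Fos had a log2 signal of 8.01 on DMSO and was detected on 21 arrays. Its fall ended near background and is thus a lower bound in size. Sox2 (ILMN_2656102) was higher after both chemicals, at 0.69 for PMT and 0.87 for PCB (standard error 0.17 each, adjusted p = 0.00271 and 0.000506 from limma). The distance of PMT from TMD and CPM, which share its dose range, was 0.736 times the mean of such distances of the other 10 chemicals over all groups, and no gene of the set passed there.

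**Figure D7:**
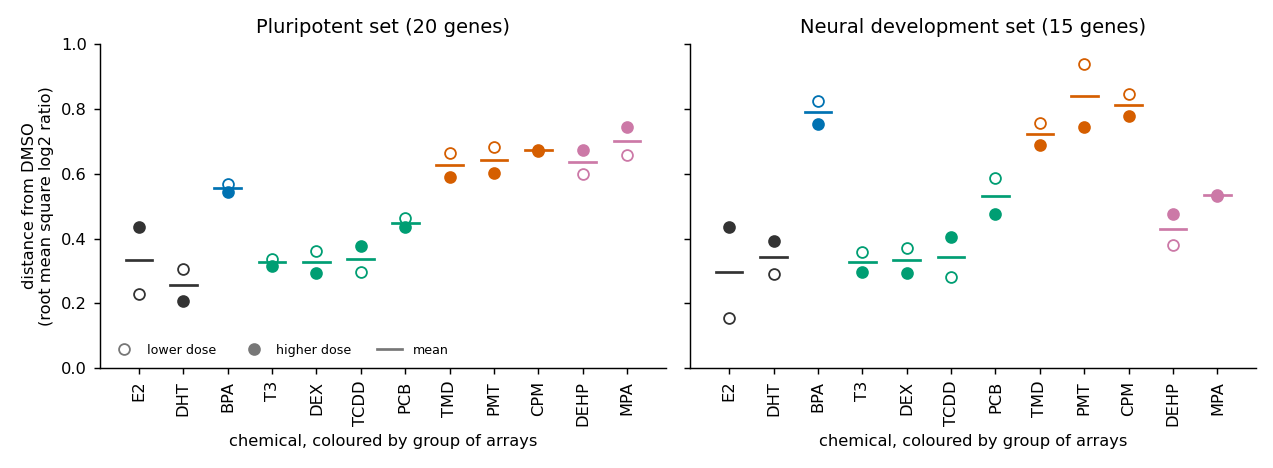
Root mean square log2 ratio to DMSO (vertical axis) of each chemical (horizontal axis) over the genes of the Pluripotent set and of the Neural development set, with an open point for the lower dose, a filled point for the higher and a line at their mean. MPA is farthest in the Pluripotent set, at 0.700, and PMT in the Neural development set, at 0.840.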

The characterization of chemicals according to their neurotoxic potential reveals that the method described in this current study—that the MPN analysis based on phenotype and gene expression profiling during neuronal differentiation of mESCs—can provide a useful tool to monitor fetal programming and to predict developmentally neurotoxic compounds.

### 2.4. Discussion for Future Work

ESCs test combined with transcriptomics for the assessment of development toxicity has been well studied in recent years [8,34]. However, studies based on the genotype-phenotype profiling are rare. Cell phenotypes are complex and difficult to quantify in a high throughput fashion. The lack of comprehensive phenotype data can prevent or distort genotype-phenotype profiling. Our study described a unique approach to perform multiple phenotype profiling using gene expression data from the early stage of mESC differentiation and morphological data of neuronal cell differentiation after EB formation. Our method provided numerous advantages: (i) Our method can predict multiple phenotype profiles, which could help researchers to reveal different aspects of complex diseases and facilitate treatment design; (ii) Our method can provide a quantitative phenotype description of the sample characteristics; (iii) Our method can extrapolate the profiling to classes beyond those represented in the training data. This is an advantage over traditional classification methods. In contrast, traditional regression methods cannot be directly applied to microarray datasets from different platforms and cannot predict relationships between early events and late phenomena during the differentiation of ES cells into neuronal cells. However, our method can be applied to other types of genomics data such as proteomics or metabolomics. The present study focuses on linear gene-phenotype associations, but more complex relationships can also be devised depending on the data characteristics. Our multi-parametric profiling method for constructing interfering networks of the gene expression data and cellular phenotypic data is only one of many possible approaches. As mentioned above, our MPN analysis can predict the correlation coefficient for each pair of nodes, regardless of the data types. Therefore, our informatics approach and experimental design is also an efficient tool for data integration, mining and network analysis for the other model systems. However, another important issue for the future will be the validation of a larger set of chemicals at a broad concentration range to identify the specific and mechanistically defined markers for differential environmental chemicals.

ES cell-based assays are a promising platform to assess developmental toxicity, because they are capable of recapitulating many of the differentiation states and rely on signaling pathways present in development. We used a neuronal differentiation assay of mESC to assess the activity of groups of environmental chemicals, most of which have *in vivo* toxicity data. The results of this study demonstrated that a subset of tested chemicals are effective in this assay, and that as a statistical analysis, BNA, identified predictive models of detecting fetal programming in the mESC differentiation for a subset of the tested chemicals. 

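The number of probes that differ from DMSO describes how far the transcripts of exposed EBs lay from those of the solvent control at Day 2. Against DMSO, no probe passed an adjusted p of 0.05 in limma for E2 or DHT, with 2093 and 1038 probes at an unadjusted p under 0.05. E2 and DHT are the only chemicals that share the group of arrays of DMSO. The spread between doses holds no difference between groups of arrays. In the counts of the other chemicals, an effect of the chemical therefore cannot be told from such a difference. For T3, 416 probes were higher and 223 lower, for DEX 401 and 235, and for TCDD 359 and 219. For BPA, 1836 probes were higher and 1973 lower, and for PCB 2063 and 1924. The counts were 2846 and 2796 for TMD, 2975 and 3013 for PMT, and 2814 and 2751 for CPM. DEHP had 2274 higher and 2279 lower probes, and MPA 2509 and 2594. Some of these counts changed when arrays were left out. From 1 of its own arrays alone, T3, DEX, TCDD and DEHP each had fewer probes past the threshold, whichever array was kept. A fit with 1 array has a larger standard error, so these lower counts do not single out an array. Without the 10 nM array of E2, 1297 probes passed for T3, 1400 for DEX and 1468 for TCDD. For E2 the outcome depended on that array, which had the fewest probes detected of the 25 arrays (14451). The split by direction depended on the scaling for some chemicals. With scaling to the 75th percentile in place of quantile normalization, the share of higher probes went from 65.1% to 45.2% for T3, from 63.1% to 48.9% for DEX, from 51.7% to 39.6% for PCB and from 49.9% to 39.3% for DEHP. In the authors' normalized table it was 78.8% to 97.5% for the chemicals of the second set, whose normalized values were offset from those of DMSO. Compared with the other chemicals of the same group of arrays, 5431 probes passed for PCB, 379 for TCDD, 99 for DEX and 1 for TMD (Srgn, lower, named after its value was seen). The reference for DEX and TCDD included PCB, and with PCB left out of it none passed for T3, DEX or TCDD in limma (1169, 676 and 1251 at an unadjusted p under 0.05). None passed for T3, PMT, CPM, DEHP, MPA, E2 or DHT, with 547 (PMT) to 2913 (E2 against DHT) probes at an unadjusted p under 0.05. For E2 against DHT this depended on single arrays, since 2770 probes passed from the 10 nM array of E2 alone and 3 from the other. Among the genes farthest from the other chemicals, Acta2 was higher after BPA by 4.47 on the log2 scale relative to DMSO and Pga5 lower, at -5.61. Gkn2 was higher after DEHP, at 4.78, and MPA, at 5.15, and was not detected on DMSO. Stra8 was higher after TMD, PMT and CPM, at 2.62, 3.54 and 3.30, and Nrn1 lower, at -2.80, -3.12 and -2.84. Stra8 was at background on DMSO (log2 signal 4.81, not detected), and Nrn1 was near it after these chemicals, so their ratios are lower bounds in size, as is that of Gkn2. Within its group of arrays, PCB had lower Sh3tc2, at -2.18, and higher Fam3b, at 3.01. All of these passed in limma. Against DMSO, however, Fam3b did not pass after PCB, at 0.57, and was lower after T3, DEX and TCDD, at -2.44, -2.42 and -2.47. It was not detected on the arrays of these 3, so its ratios there and its difference within the group are lower bounds in size. The paper states that a subset of the tested chemicals was effective in its neuronal differentiation assay, which also includes neuronal morphology.

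**Figure D8:**
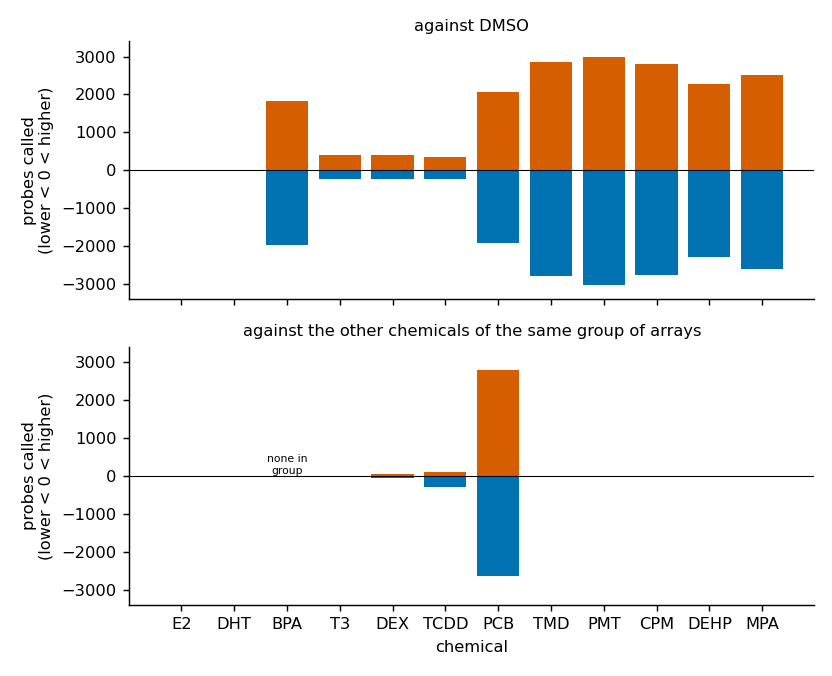
Number of probes past an adjusted p of 0.05 in limma (vertical axis, higher above 0 and lower below) for each chemical (horizontal axis), against DMSO and against the other chemicals of the same group of arrays. Against DMSO, PMT has 2975 higher and 3013 lower probes and E2 and DHT, which share the group of arrays of DMSO, none. Within the groups, PCB stands out with 5431.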

Chandler *et al.* demonstrated evaluation of environmental chemicals using a mESC adherent cell differentiation and cytotoxicity assay, showing that genes involved in reactive oxygen species signaling pathways were strongly associated with decreased ES cell differentiation [35]. However, their approaches are linear regression or categorical approaches and are not identical with our approaches. Our approach is unique in linking early gene expression events to the later cellular phenotype features by BNA, which has become popular among biological scientists [36]. Many studies using BNA focus on basic physiological and developmental phenomenon based on cell proliferation [37]. In contrast, our study targets effects of early exposure on late-onset phenotypes, in accordance with the principles of fetal programming against environmental chemicals. In this regard, this is the first study to combine gene expression data and morphological data to estimate the mechanistic path of the response during the early embryonic period.

## 3. Experimental Section

### 3.1. Selection of Test Chemicals

Twelve chemicals, mostly well-characterized medical drugs, pesticides or plastic materials, which have been previously tested by traditional *in vivo* toxicology methods, were used in this study (Table 1). T3, DEX, E2, DHT and MPA are the agonists of the nuclear receptors, ThRs, GR, ERs, AR and RXRs respectively and regulate expression of target genes of each receptor. TCDD also is the agonist of a transcription factor termed AhR [38]. Therefore, these chemicals influence differentiation and development many tissues including neural tissues. CPM, a well characterized teratogen, is the inhibitor of sonic hedgehog (Shh) signal [39]. It can inhibit the acquisition of ventral identity in mESCs-derived neural stem cells [40]. TMD is also well known teratogen of human but not rodents although the toxicological mechanism remains to be unclear [41]. Human epidemiological studies suggested the involvement of TMD in the appearance of autism [42,43]. The studies using rats showed that prenatal exposure to TMD could cause autism-like symptoms in rodents [44]. Prenatal or postnatal exposure to PCB showed long term effects on brain development and behavior in rat [45]. PMT, BPA and DEHP have also shown neurotoxicity in animal models [46–48]. Recently, the TestSmart DNT II meeting to discuss about development of alternative testing methods and models for DNT showed a list of the candidate chemicals for positive control in DNT [5]. 4 chemicals of our list, TMD, PCB, PMT and DEHP are involved in the list. Therefore, the choice of chemicals in present study can be adequate.

### 3.2. Design of Multi-Parametric Profiling Networks Analysis for Detecting Developmental Neuronal Toxicity of Chemicals That Effects Fetal Programming

To evaluate developmental neurotoxicity of these chemicals, we designed a MPN analysis based on gene expression and cellular phenotypic data. The process of MPN analysis was composed of 5 steps (Figure 1). Step 1 involves the exposure of mESCs to chemicals and then the differentiation of mESCs into neuronal cells. Cells were exposed to chemicals for 2 days during Day 0 to Day 2 when initial EBs were formed. Gene expression determination using microarray analysis was performed on RNAs that were sampled immediately after cells were exposed to chemicals. EBs of Day 8 were transferred to poly-dl-ornithine/laminine-coated 24 wells plate and cultured until Day 20 when cells had adequately differentiated to neuronal phenotypes. Differentiated neuronal cells were visualized by immunofluorescence staining. Cell images were acquired automatically using a 10× objective. Gene expression sets selected from microarray data and morphological data of neuronal cells were collected into the same matrix (Step 2). Seven gene expression signatures (pluripotent, neural development, axon guidance, autism, Parkinson’s disease, Alzheimer’s disease and oxidative stress) of biological events and neuronal disease were selected manually and are shown in Table 2. The genes in autism set were chosen based on some reviews [49–51]. The gene in pluripotent set were chosen based on Wang *et al.* [52] and Müller *et al.* [53] The KEGG pathway database was referred to choose genes in other sets. Sex steroid receptors (ESR1, ESR2 and AR) and retinoic acid receptors (RARα, RARβ and RARγ) were added into the autism set, Parkinson set, Alzheimer set to consider the gender depending differences and to consider the effects of neuronal induction by RA *in vitro*, respectively. Once transition matrices were made from gene expression and neuronal cell phenotypes, phenotypic networks and MPNs were derived by BNA. Namely, nodes in the generated GPIN included each of the genes contained in the gene list or each of the morphologic parameters, such as neural cell count or neurite length (Step 3 and 4). We then applied PCA to classify the generated MPN for 7 gene-signature sets of each test-chemical. The values of linkage probability between two nodes in the MPN were used as the parameters in PCA (Step5).

### 3.3. mESC Culture and Maintenance

mESC (B6G-2) derived from Green mouse FM131, a mouse constantly expressing GFP, were cultured on deactivated mouse fibroblast cells (RIKEN, Japan). The proliferated cells were replated on 0.1% gelatin coated dishes with DMEM (phenol red free, Invitrogen, Carlsbad, CA, USA) containing 15% FBS (fetal bovine serum, Invitrogen), 100 μM NEAA (Non-essential amino acids, Invitrogen), 100 μM 2-ME (2-mercaptoethanol, Invitrogen) and 1000 U/mL LIF (Leukemia inhibitory factor, ESGRO, Invitrogen).

### 3.4. EB Formation from mESC and Chemical Treatment

The microsphere array used in this study is a frame separated type (chip 300, STEM Biomethod Corporation, Kitakyushu, Japan), which is made of acrylic resin and the surface has been coated with PDMS resin that is not structured for direct cell adhesion. 1024 wells (diameter 300 μm) were arranged on the surface of the microsphere array. EB formation was performed in the three dimension culture based on the microsphere array. After removal of mouse fibroblast cells, aggregated ES cells were counted and 250 μL cell suspension solution (2 × 10^5^ cells) were put on the microsphere array. Six hours later, the medium was exchanged for each chemical containing medium and incubation continued for 48 h. After that, RNA was isolated for gene expression analysis and culture medium was exchanged for EB medium with add 10 nM retinoic acid for the further morphological analysis. EBs were cultured for 6 days with EB medium replaced every two days. Eight days after chemical exposure, aggregated EBs were replated on Ornithine/Laminine coated 24 wells plate (83 EBs/well). Twenty-four hours later, EB medium was exchanged for neural differentiation medium (DMEM/F12 (1:1), N2 (×100), and 10 ng/mL bFGF) and EBs were cultured for another 20 days, exchanging the medium every 3 days. DMSO was used as the primary solvent for all chemicals, and the DMSO solutions were further diluted in cell culture media for treatments. The final concentrations of DMSO in the media did not exceed 0.1% (vol/vol). The concentrations of chemicals used in this study were: 1 pM and 100 pM for BPA; 1 nM and 10 nM for T3, DEX, E2, DHT, PCB and TCDD; 0.1 μM and 10 μM for CPM, PMT and TMD; 1 μM and 100 μM for MPA and DEHP. The neuronal differentiation parallel to development *in vivo* was confirmed by quantitative RT-PCR of stage specific markers, Oct3, Nanog, Pax6 and Map2 (data not shown).

### 3.5. Immunofluorescence

On Day 20, EBs and differentiated cells were immunostained with Mouse anti-MAP2 antibody (1:200 dilution; Sigma-Aldrich, St. Louis, MO, USA), Mouse anti-GFAP monoclonal antibody (1:200 dilution; Chemicon, GA, USA) and Hoechst 33342 solution (Dojindo, Tokyo, Japan). In brief, cells were fixed with 4% PFA in PBS for 15 min and then blocked for 30 min in PBT buffer (PBS with 5% Goat serum and 0.1% Triton). Cells with primary antibodies were incubated overnight at 4 °C. Cells were washed and blocked in BBT-BSA and then incubated with Alexa-conjugated secondary antibodies (1:1000 dilution, Alexa Fluor 546, Invitrogen). Hoechst 33342 staining was used for counter staining.

### 3.6. Morphological Analysis of mESC, EB and Neuronal Cell Lineages

The immunofluorescence images were acquired using the IN Cell Analyzer 1000 (GE Healthcare, Buckinghamshire, UK). Each neural cell image was analyzed using image analysis software IN Cell Developer Tool Box 1.7 (GE Healthcare). The following 10 parameters were measured: number of all cells (Nuc_count), nucleus area (Nuc_area), the number, area, perimeter and formation of neurospheres (NS), (NS_count, NS_area, NS_perimeter and NS_formfactor), and the shape of nerve cells and the size of neural marker positive cells (posi_area, Neurite_length, Branch_point and Crossing_point).

### 3.7. Gene Expression Analysis and Creation of Candidate Gene Sets

Total RNA on Day 2 of cells derived from mESCs were applied to Illumina beads array systems with the Illumina Mouse WG-6 v1.0 expression beadchip (Illumina, San Diego, CA, USA). The amounts, purity and integrity of RNA were evaluated by UV spectrophotometry and an Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA, USA). Genes were normalized with analytical software GeneSpring GX10.02 (Agilent Technologies) [54]. 7 sets of genes were created with reference to the literature to assess the impact on neural development. These categories were Pluripotent, Neural development, Axon guidance, Autism, Parkinson’s disease, Alzheimer’s disease, and Oxidative stress.

### 3.8. Gene and Morphology Interaction Network Analysis

GPIN was quantified to calculate the posterior probability distribution for the strength of the linkages based on gene expression, morphological and chemical exposure dose datasets. Briefly, a GPIN consists of a collection of P nodes, denoted G_1_, G_2_, … G_P_, with observed values n_1_, n_2_, …. n_p_. Define ij (i,j = 1,2, …, P) as parameters in the log-linear function form describing the linkage from node i to node j. Mathematically, this is written as:

(1) $$E[\text{log}(G_{j})]=\sum_{i=1,\neq j}^{P}I_{ij}\beta_{ij}\;\;\text{log}(g_{i})$$

where E[log(G_j_)] represents the expectation for the natural logarithm of G_j_ and I_ij_ (i,j = 1,2, …, P) is an indicator function that equals 1 if node G_i_ has a link to node G_j_, otherwise it equals 0. If a node has a regulatory effect on node G_i_, then that node is referred to as a “Parent of node G_i_” and we refer to it as belonging to the set Pa(G_i_). The prior distribution for the variance is assumed to be inverse Gamma and assuming that the natural log of G_j_ follows a normal distribution with mean and standard deviation, posterior distributions for each parameter can be estimated. The posterior distributions for the linkages were derived using Gibbs sampling. Gibbs sampling has no limitation on the number of possible parents and is easy to cooperate with knowledge information or past experimental results by taking the information into the prior distribution. The goal of the method is to examine the posterior distribution of the linkages between genes. In this study, we applied 20 sets of gene expression data (*N* = 30) and morphological data (*N* = 162). Network was used to evaluate the ability of the algorithm to have higher posterior probability (*P*-value) at the correct linkage in GPIN. In each simulation, Gibbs sampling was performed between 33,000 and 48,000 times. The initial Gibbs sampling was considered to be the burn-in period and was removed in estimating and the last 18,000 to 26,000 iterations were used to establish. *P*-value threshold was set to between 0.995 and 1.0 for up-regulation, 0.47 and 1.0 for down-regulation. Three categories were classified out of the12 GPs depending on network structures.

Class 1: Thick and elongated neurons, but with a small amount of neurite branching. Class 1 could be distinguished from other classes in terms of loading the “Neurite_length” parameter on the top of the PN, such that “Neurite_length” controlled “Branch_point” and “Crossing_point”. The node located towards the bottom seems to suppress neurite growth. The neurite becomes a parent node, which dominates all the other parameters in the PN in order to facilitate its own growth. Namely, the branching points and intersections are increased in parallel with neurite elongation. The parameters of “EB_Area”, “EB_Perimeter” and “EB_FormFactor” are also related to “Neurite_length”, which perhaps suggests that neurites have differentiated normally from EBs and that the shape of NSs is not a circle (*i.e.*, NS becomes flattened during differentiation).

Class 2: Neurite elongation and branching are extensive. In this case, “Branch_point” is located on the top, suggesting that the “Branch_point” controls “Neurite_length” and “Crossing_point”. “Neurite_length” is expressed as the total length of all neurites per cell. “Branch_point” becomes the parent node in this PN because there are many random short neurites and the total length of all the branching short neurites at their branch points is regarded as the neurite length. Therefore, the promotion arrow from the branch point tends to be the parameter of neurites. Because there are so many random branch points, it is very likely that there are many short crossing intersections. Furthermore, since there are so many branches from the neurites which perhaps did not differentiate from EBs, the parameter of “Branch_point” might not be related to EB shape. Consequently, the EB shape tends to be round compared with that of Class 1 EBs.

Class 3: larger NSs and less neurites. Different from classes 1 and 2, “Nuc_count” and “Nuc_area” are localized at the top in this PN. This suggests that cell proliferation in NSs is more predominant than neural cell outward migration. Common to these three classes, in case of that differentiated neural cell expanded outside of EB and neural differentiation related morphological parameters emerged above of PN. These parameters exert influence on the number of cells and the shape of the EB. Furthermore, when the differentiation is advanced, the PN tends to become complex. In fact, neural differentiation is not too advanced like as Class 3, it became the result of locating the parameter related to number of cells in the high rank from the parameter of the neuronal cell. The parameter concerning the EB is always located in the subordinate position of the PN on any PN and this tendency corresponded to the theory that the shape changed depending on the number of cells and the progression of neuronal differentiation.

### 3.9. Statistical Analysis

All experiments in this study were performed in triplicate to test the reproducibility of the results. Statistical analysis was performed by two-tailed Student’s *t*-test. Relationships were considered statistically significant with *p* < 0.05.

## 4. Conclusions

Our study provides an advanced framework to integrate the gene expression and neuronal cell phenotypes for target prediction. Thus a combination of BNA and PCA clustering could provide compound-target prediction efficiency. We believe this method has considerable potential. For example, new markers could be implemented that enable predictive toxicology of active lead compounds. Combined with chemical structure knowledge and ligand-target prediction, such approaches could provide detailed mechanistic insight to help guide medicinal chemists early in the lead optimization process. Dealing with complexities of predictive toxicology will require breakthroughs in cellular image analysis, target prediction schemes and data mining. Our integration analysis of cellular phenotypes with gene expression represents a step forward in solving the DNT for environmental chemical assessment.

## Figures and Tables

**Figure 1:**
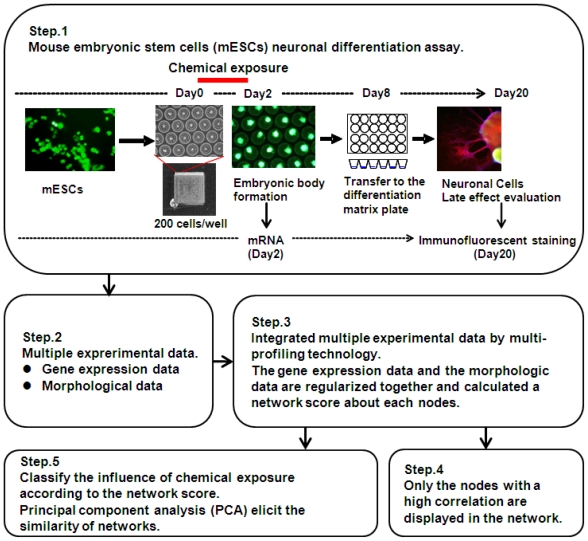
Experimental steps in this study for the assessment of developmental neurotoxicity.

**Figure 2:**
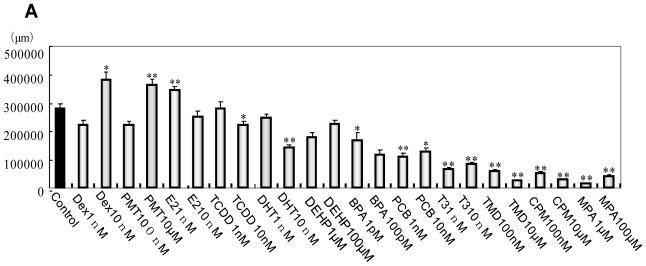

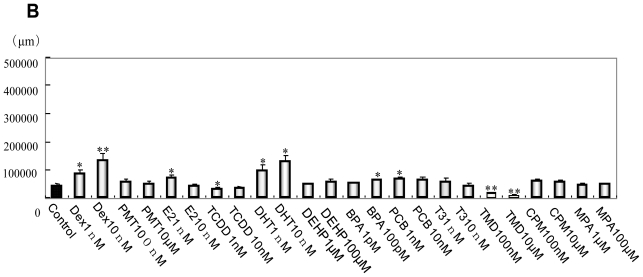
Morphological data of MAP2-positive neurons and glial cells. (**A**) Total length of MAP2-positive neurons per well; (**B**) Total length of glial processes per well. * *P* < 0.05, ** *P* < 0.001 *vs.* the vehicle control (DMSO).

**Figure 3:**
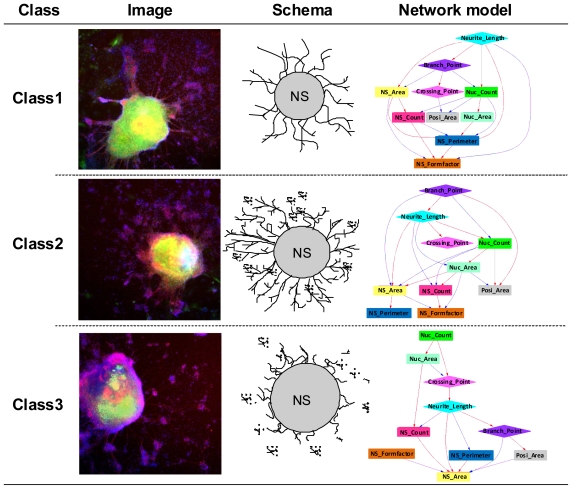
Classification based on morphological imaging and phenotypic feature networks. Class 1: Extension from the turning point is short while the neurite is long; Class 2: Neurite is long and the branch point is complex; Class 3: Neurite is short and there are many nucleus count.

**Figure 4:**
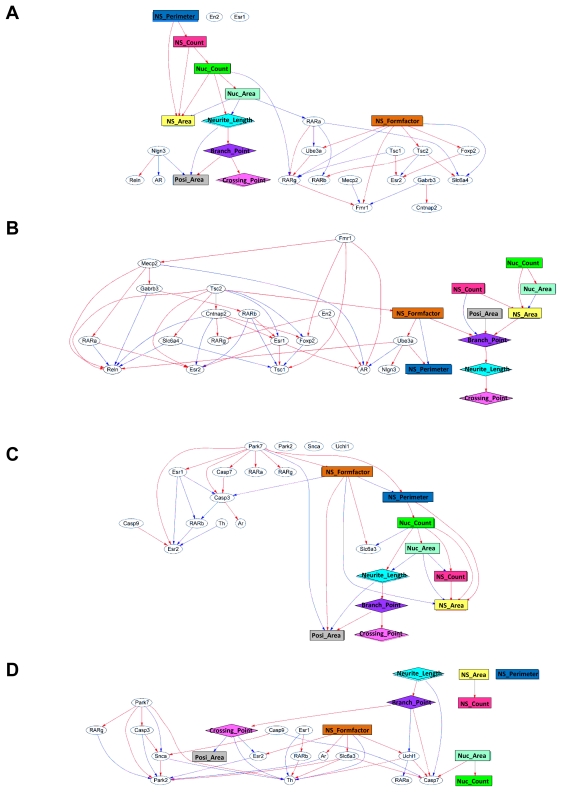
Typical example of GPINs for autism and Parkinson’s disease gene sets. Gene expression and morphological parameters were connected by the strength of the correlation. GPINs of autism related genes and morphological parameters: (**A**) the vehicle control (DMSO) and (**B**) TMD exposure. GPINs of Parkinson’s disease related genes and morphological parameters; (**C**) the vehicle control (DMSO) and (**D**) PMT exposure.

**Figure 5:**
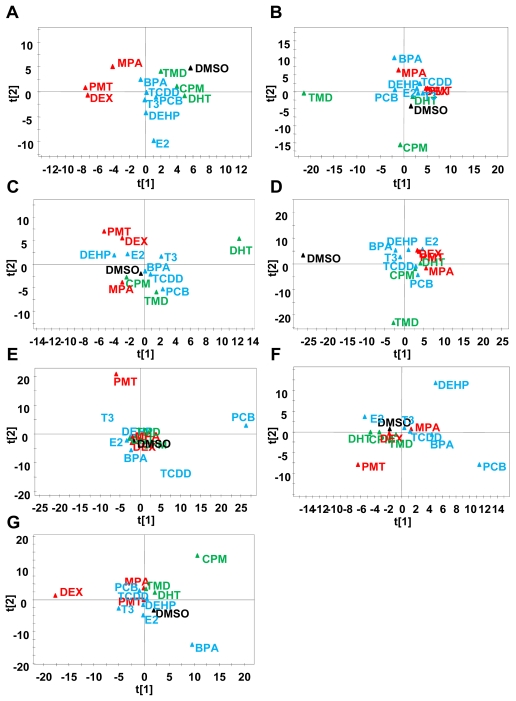
PCA based on Bayesian network parameters. PCA were applied to the Bayesian network parameters based on phenotypic and global gene expression profiling to evaluate the neurotoxicity of 12 environmental chemicals. Score plots based on (**A**) Alzheimer’s disease related gene set; (**B**) Autism related gene set; (**C**) Parkinson’s disease related gene set; (**D**) Axon guidance related gene set; (**E**) Pluripotent related gene set; (**F**) Neural development related gene set; and (**G**) Oxidative stress related gene set.

**Table 1:** Summary of 12 test chemicals.

Chemical Name	Ellipsis	Intended Use	Physiological Effect and Toxicity	Mode of Action	Target Protein
Triiodotyronine	T3	Endogenenous hormne	Pseudo thyroid hormone	transcriptional regulation	Thyroid hormone receptor (TR)α, TRβ
Dexamethazone	DEX	Medicinal drug	Pseudo corticosteroid hormone	transcriptional regulation	Glucocorticoid receptor (GR)
17b-Estradiol	E2	Endogenenous hormne		transcriptional regulation	Estrogen receptor (ER)α, ERβ
5a-Dihydrotestosterone	DHT	Endogenenous hormne		transcriptional regulation	Androgen receptor (AR)
2,3,7,8-tetrachlorodibenzo-*p*-dioxin	TCDD	Unintentional chemical	Multi-toxicity	transcriptional regulation	Aryl hydrocarbon receptor (AhR)
Methoprene acid	MPA	Pesticides	Teretogenecity	transcriptional regulation	Retinoid X receptor (RXR)α, RXRβ, RXRγ
Cyclopamine	CPM	Medicinal drug	Teretogenecity	Signal inhibition	Hadgehog signaling pathway
Thalidmide	TMD	Medicinal drug	Teretogenecity and Autism	Unknown	Oxidative stress
4(OH)-2′,3,3′,4′,5′-pentachlorobephenyl 107	PCB	Metabolite of PBC	Multi-toxicity	Unknown	Unknown (ERα, oxidativestress)
Permethrin	PMT	Pesticides	Neuro-toxicity	Unknown	Oxidative stress
Bisphenol A	BPA	Plastic materials	Reproductive and Neuro-toxicity?	Unknown	Unknown (ERα, ERRγ)
Bis(2-ethylhexyl) phthalate	DEHP	Plastic materials	Reproductive and Neuro-toxicity?	Unknown	Unknown [Peroxisome proliferator-activated receptor (PPAR)α, antiTR]

**Table 2:** Lists of 7 gene sets selected for network analysis.

Alzheimer	Autism	Parkinson	Axon Guidance	Pluripotent	Neural Development	Oxidative-Stress
AR	AR	AR	1500003O03Rik	Arid3b	Atbf1	Aass
ApoE	Cntnap2	Casp3	Abl1	Esrrb	Cdyl	Als2
App	En2	Casp7	Ablim1	Fkbp3	Fos	Apoe
Bace	Esr1	Casp9	Cfl1	Hdac2	Gbx2	Ctsb
Casp3	Esr2	Esr1	Cxcl12	Klf4	Gfap	Dnm2
Casp7	Fmr1	Esr2	Efna4	Mybbp1a	Hras1	Fancc
Esr1	Foxp2	Park2	Epha2	Nacc1	Map2	Gpx7
Esr2	Gabrb3	Park7	Ephb1	Nanog	Mapk1	Gpx8
Ide	Mecp2	RARa	Nfatc2	Nfkbib	Mapk3	Gusb
Il1r1	Nlgn3	RARb	Nfatc3	Nr0b1	Nestin	Hprt1
Mme	RARa	RARg	Ntng1	Nr5a2	Pla2g6	Kif9
Psen	RARb	Slc6a3	Sema3a	Pou5f1	Raf1	Noxo1
RARa	RARg	Snca	Sema3b	Rex1	Rhog	Nxn
RARb	Reln	Th	Sema3d	Sall4	Rif1	Park7
RARg	Slc6a4	Uchl1	Sema3f	Smarcad1	Rps6ka1	Ppp1r15b
Tnfrsf1a	Tsc1		Sema3g	Smarcc1	Sall1	Prdx2
	Tsc2		Sema6a	Sox2	Shc1	Prdx6-rs1
	Ube3a		Sema6b	Sp1	Smarcad1	Psmb5
			Sema6d	Spag1	Sox2	Recql4
			Srgap3	Trim28	Tuj1	Scd1
			Unc5d	Zfp281	Map2k1	Slc41a3
				*c*-Myc		Sod1
						Sod3
						Txnip
						Txnrd1
						Xpa

How the deposited data were processed for this re-analysis (not part of the article)

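The intensity values were read from the non-normalized table that the authors deposited, which holds 1 signal per probe and array. Of the signals of an array, 31.7% to 35.0% lay below 0, as they do after background subtraction, which had thus been done before the table was deposited. The detection p-value of each probe and array was deposited by the authors in the same table, and its steps are those of a rank among negative controls. A second table of intensity values, normalized by the authors in GeneSpring, was deposited per sample. Its median per array is 11.5 to 11.6 in the set of DMSO, E2, DHT and BPA and 13.5 to 13.6 in the set of the other chemicals, and within an array its values rank as the non-normalized ones do (rank correlation 1.00).

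From the non-normalized signal, background was corrected with the nec function of limma 3.58.1 in R 4.3.3, which estimates it from the detection p-values (offset 16), and the 25 arrays were quantile-normalized together and put on the log2 scale. Of 45281 probes, 19140 detected at a p under 0.01 on at least 2 arrays were kept. Probe symbols came from the platform's annotation as deposited. Of 34885 probes with 1 symbol, 34807 were matched by gene identifier to the RefSeq annotation of the mouse genome, and 0 had another symbol there. Where a gene had several probes, the kept probe with the highest mean signal over all arrays stood for it, and other probes were named where they differed in sign.

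Each chemical was fitted as a group of 2 arrays and DMSO as a group of 1, and the contrasts were tested in limma with moderated t-statistics (eBayes with trend, 12 residual degrees of freedom) and the Benjamini-Hochberg adjustment over all kept probes at 0.05. The residual spread is the difference between the doses of a chemical. Every chemical was compared with DMSO, with the mean of the other 11 chemicals, and with the other chemicals of its group of arrays. The last comparison, and those within the authors' normalization sets and without the 10 nM array of E2, were added after the data had been seen. All comparisons with DMSO share the single DMSO array, and no overlaps or correlations between these comparisons were computed for that reason.

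Distances between a chemical and DMSO in a gene set of Table 2 were the root mean square log2 ratio over its kept genes, tested exactly over the choice of 2 arrays among 24, and by 100000 permutations for differences among chemicals. Principal components were taken of the log2 signal with the mean of each gene removed, over the 24 arrays of exposed EBs for all probes, and over the means of the chemicals and DMSO for the gene sets. The gene lists written in advance from general knowledge were tested with camera in limma at a preset correlation between genes of 0.01, and again with the correlation estimated. Genes named in the text are those of the paper's sentences and gene sets, those written down with the gene lists, and those that ranked first in a direction against the other chemicals by a rule fixed beforehand. The choices of samples, comparisons, filters and most alternatives were made before the data were examined. The alternatives run were another background, scaling and filter, the authors' normalized table, other references, the mean of all probes, the test named in the methods, a fit with the dose level, a fit without trend, another distance and leaving out arrays.

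The fit was tested on simulated data of 19140 probes. In the same data, 50 probes each were changed by 0.50, 1.00, 2.00 and -1.00 on the log2 scale. For TMD against DMSO, 12.0% of changes of 0.50, 56.0% of changes of 1.00, 100% of changes of 2.00 and 44.0% of changes of -1.00 were called. Against the other 11 chemicals the shares were 34.0%, 96.0%, 100% and 88.0%. Of 100 unchanged gene lists, 3 had a camera p under 0.05.

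The neuronal morphology and the network parameters of the paper were not used here, and genes of Table 2 without a probe of that name were not analysed here. Some items are not reported here. No array was left out. The methods state that experiments were done in triplicate, while the labels give 1 array per condition. If the arrays hold pooled or averaged cultures, the spread between doses is smaller than that between single cultures. The platform of the tables is the second version of the WG-6 array, while the methods name the first.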

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

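The tests of the explanations and those within the group of arrays were chosen after the results had been seen, except the comparison of the doses and the random pairings over the 12 chemicals. The tests of gene lists against DMSO were written in advance.

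Arrays resembled each other by the authors' normalization set and the dose range. Within these groups, the doses of a chemical correlated more than different chemicals did, but only slightly so with PCB left out. With the mean of the treated arrays removed, the mean r across probes between different chemicals of one group of arrays exceeded that between groups by 0.512. This was computed from the non-normalized signal, which argues against the authors' normalization in 2 sets as its source. For the chemicals other than PCB and BPA, the median number of probes past the threshold within a group was 0, against 4226 when the same chemicals were compared with the other 11. This argues against a separate effect of each chemical, except for E2 and DHT, where it stays open. There the result depended on the 10 nM array of E2, which had the fewest probes detected of the 25 arrays (14451). The doses of E2 differed by 2-fold or more in 898 probes, against a median of 158 over the chemicals. An effect of that dose cannot be told from a weaker array. TCDD had 379 probes and DEX 99 within the group, but 0 each with PCB left out of the reference. Small effects are not excluded. Of simulated changes of 0.50 on the log2 scale, 34.0% were called against PMT and CPM, and E2 against DHT had 2913 of 19140 probes at an unadjusted p under 0.05. Without PCB, the mean r of the doses of a chemical exceeded that of different chemicals of one group by only 0.0256 (0.590 and 0.564), which is consistent with arrays of a group having been cultured or hybridised together. With PCB the difference was 0.231, and the explanation stays open there. PCB had 5431 probes past the threshold against T3, DEX and TCDD and 3483 against the other 11 chemicals. It may have had an effect of its own or a culture of its own, and the arrays cannot tell these apart. BPA was alone in its group and was not tested. A shared response to all chemicals of a dose range, such as TMD, PMT and CPM, also cannot be told from a shared culture.

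If the chemicals acted on their own, the higher dose should lie farther from DMSO. It did so for 8 of 12 chemicals (exact sign test, p = 0.388). This met the bound written earlier for arguing against an effect that grows with the dose, but the upper 95% bound on the number of chemicals, 10.8, lies above the 10 that such an effect would need, so the test was left open. That was decided after the value had been seen. Over the 12 chemicals, 14270 probes passed for the real pairs of arrays and at most 3203 for random pairs. Only 1 of 101 splits, the real one, reached this number, which argues against chance. Random pairs mixed the groups of arrays, so this test cannot tell a likeness by chemical from one by group. Between chemicals of one group, 2204 probes passed for the real pairs, and the highest other number was 2343. In 3 of 101 splits, the real one included, the number was as large. This met the bound written for arguing against chance, but random pairs also gave more probes than the real ones. Pairs drawn within a group can keep the arrays of PCB together and so repeat part of the real pairing. Whether the pairs with as many probes did so was not tested, so the test cannot decide and chance is not excluded. Without PCB the number was 0 for the real pairs and at most 3 for random pairs (all 101 splits as large), and chance cannot be excluded.

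Primitive endoderm genes differed between the groups of arrays. Their median log2 ratio to DMSO over 18 genes was -2.83 in BPA (camera, adjusted p = 1.9e-30, and 0.00774 with the correlation between genes estimated), with 17 of the genes lower, and it was -0.87 in PCB, -1.20 in TMD, -1.13 in PMT and -1.28 in CPM. In DEHP it was 0.61 and in MPA 0.70. These 6 passed at the preset correlation, and none of them with the correlation estimated (adjusted p from 0.0890 to 0.146). Scaling between arrays is argued against, since the highest median of the 5 lowered chemicals over 3 other scalings was -0.61. Within its group PCB was at -1.06 with 16 of the genes lower (adjusted p = 3.0e-15, and 0.137 with the correlation estimated). A larger share of undifferentiated cells, which lowers every differentiated lineage alike, would leave the mesoderm and neuroectoderm lists as low as the endoderm list. Their medians were higher by 1.35 on the log2 scale. This met the bound for arguing against it, but only 6 of the 18 mesoderm and neuroectoderm genes reached a log2 signal of 7 and were detected on DMSO, and at least 10 were needed, so the test was left open. This, too, was decided after the value had been seen.

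Feeder fibroblast markers were lower in TMD, PMT and CPM. Their median log2 ratio over 19 genes was -0.63 in TMD (adjusted p = 0.000584, and 0.0610 with the correlation estimated), with 13 genes lower, -0.67 in PMT and -0.68 in CPM (adjusted p = 0.00149 and 0.00108, and 0.0616 each with the correlation estimated). They did not pass in the other chemicals, with 0.17 in BPA (adjusted p = 0.939) and -0.23 in PCB (adjusted p = 0.0691), although DEHP, at -0.35 with 8 genes lower (adjusted p = 0.108), and MPA, at -0.41 with 7 genes lower (adjusted p = 0.168), had the same direction. The mESCs had been grown on fibroblasts, which the authors removed before EBs were formed. Fibroblasts left from the feeder layer would carry collagen transcripts, and 3 of 3 collagens (Col1a1, Col1a2 and Col3a1) were detected on 5 or fewer arrays, with log2 signals of at most 6.56, 6.25 and 5.80. This argues against remaining fibroblasts as far as the probes of these collagens read their transcripts, which was not tested. Other markers of the list were detected, Mgp on 23 arrays, Acta2 on 22 and Lox on 14. The source of the difference was not found. Some of these markers are also expressed in endoderm or in mesenchyme of the EBs, which was not tested.

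Further gene lists that the paper did not use passed the threshold against DMSO in camera at the preset correlation. In BPA these were hypoxia and glycolysis (median log2 ratio -1.37, 16 genes, adjusted p = 1.2e-22, and 0.0148 with the correlation estimated), the unfolded protein and integrated stress response (-0.48, 17 genes, 1.7e-06 and 0.0808), immediate early genes (-1.35, 8 genes, 1.8e-05 and 0.0405), cholesterol synthesis and uptake (-0.47, 18 genes, 0.000390 and 0.132), primed epiblast (-0.88, 8 genes, 0.000584 and 0.126), glucocorticoid receptor targets (-0.40, 11 genes, 0.00106 and 0.0616), estrogen receptor targets (-1.05, 5 genes, 0.0334 and 0.166) and trophoblast (-0.84, 8 genes, 0.0347 and 0.166). Neuroectoderm was higher in DHT (0.46, 9 genes, 0.0156 and 0.126) and heat shock in DEHP (0.63, 7 genes, 0.0377 and 0.424), and p53 targets were lower in CPM (-0.34, 11 genes, 0.0206 and 0.348). Some of these lists also passed in other chemicals. Hypoxia and glycolysis was lower in TMD, PMT and CPM (-0.57, -0.62 and -0.61, adjusted p = 1.8e-05, 3.7e-05 and 7.3e-06), as was cholesterol synthesis and uptake (-0.39, -0.52 and -0.40, adjusted p = 0.0226, 0.0169 and 0.0494), and p53 targets were lower in TMD and PMT (-0.40 and -0.34, adjusted p = 0.0397 and 0.0394). Primed epiblast was higher in DEHP and MPA, opposite to BPA (0.38 and 0.41, adjusted p = 0.00399 each), and heat shock was higher in T3 (0.30, adjusted p = 0.0488). None of these further ones and few of the first passed with the correlation estimated, and BPA had no second culture to compare with.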

How the results depend on the processing

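The tests under other settings were written before the data were examined, except those within the group of arrays, the pairings within it, those within the authors' normalization set and those without the 10 nM array of E2, which were chosen after seeing results. Where a value changed, the cause was not tested. Distances of PMT, PCB and TMD are given here relative to the mean of the other chemicals, and the values of E2 minus DHT are differences in distance. The test of the doses gives its p as the value.

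With the methods' t-test, adjusted over all probes, 0 probes passed for each of BPA, T3, DEX, TCDD, PCB, TMD, DEHP, PMT, CPM and MPA. At an unadjusted p under 0.05, from 718 (E2) to 3080 (TMD) probes passed in that test with 1 residual degree of freedom.

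With the authors' value table in place of the non-normalized signal, 3013 probes passed against DMSO for T3, 3019 for DEX and 3019 for TCDD, where the main values were 639, 636 and 578. DEX minus DHT gave 5418 probes and E2 minus DEX 5129. Casp9 in PMT changed sign to 0.058 and Park7 in PMT to 0.14, and Rarb in TMD to 0.0086, none of them past the threshold. The difference between groups of chemicals in the Alzheimer set changed sign to -0.0037 (exact p = 0.481). Chemicals differed more than doses in the Autism set (p = 0.0456), and the distance of PMT in the Pluripotent set was 1.46 (exact p = 0.0290). Of the results, 57 stayed the same. This table was offset between its sets by 0.25 to 0.29 on the log2 scale.

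With eBayes without trend, 158 probes passed for T3, 170 for DEX and 172 for TCDD, and 21 results stayed the same. With no filter on dim probes, 14 probes passed for E2 and 18 for DHT, 11 for E2 minus DHT and 2486 for E2 minus DEX, and chemicals did not differ more than doses in the Parkinson set (permutation p = 0.113). Here 65 results stayed the same. With probes detected on all 25 arrays, the median number of probes past 2-fold per array was 727.5 (main value 1643.5), E2 minus DEX gave 725 probes, and the distance of E2 minus DHT was -0.0135 in the Alzheimer set and 0.0155 in the Parkinson set, while 62 results stayed the same. With the dose level in the fit, 2 probes passed for DHT and 63 for E2 minus DHT, and 39 results stayed the same.

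With quantile normalization and no background correction, the distance of E2 minus DHT was 0.25 in the Alzheimer set and 0.30 in the Parkinson set (main values 0.16 and 0.17). The difference between groups in the Alzheimer set was -0.00178, the p of the doses in the Parkinson set was 0.148, and 37 probes passed for E2 minus DHT. With 75th percentile scaling and no quantile step, E2 minus DHT was 0.0542 and 0.0563 in these sets, and the difference between groups in the Alzheimer set was -0.00196. There 65 results stayed the same without background correction and 67 with the percentile.

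With the mean of the other 11 chemicals as the reference, the distance of E2 minus DHT was -0.131 in the Alzheimer set and -0.146 in the Parkinson set. PMT lay at 1.15 in the Alzheimer set (exact p = 0.286, main value 1.47) and at 1.24 in the Neural development set (exact p = 0.134, main value 1.69), and the p of the doses in the Parkinson set was 0.391. Tsc2, Tsc1, Rarg and Uchl1 no longer passed, and 20 results stayed the same.

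With the mean of all probes of a gene, the difference between groups in the Alzheimer set was -0.0222 and the distance of PMT in the Pluripotent set was 1.52 (exact p = 0.0254). Tsc1 and Rarg in TMD no longer passed, and 35 results stayed the same. With the median absolute log2 ratio as the distance, E2 minus DHT was 0.0755 in the Alzheimer set, TMD lay at 1.44 in the Autism set (exact p = 0.0145, main value 1.05), PMT at 1.73 in the Pluripotent set (exact p = 0.00362) and at 1.495 in the Neural development set (exact p = 0.0616), the ratio in the Axon guidance set was 3.18 and the p of the doses in the Parkinson set 0.0791, and 13 results stayed the same.

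With the other chemicals of the group of arrays as the reference, 0 probes passed for E2, DHT, T3, DEHP, PMT, CPM and MPA, 1 for TMD, 99 for DEX, 379 for TCDD and 5431 for PCB. The signs of Fmr1 (-0.064), Tsc2 (-0.15) and Tsc1 (0.23) in TMD and of Casp9 (0.0545), Park7 (0.0072) and Uchl1 (-0.21) in PMT were the opposite of those against DMSO, and none passed. A chemical's distance from the others of its group was divided by the mean of such distances of the other 10 chemicals over all groups. It was 0.865 for PMT in the Alzheimer set and 0.736 in the Neural development set, and 1.57 for PCB in the Pluripotent set (exact p = 0.0260 over the arrays of all groups), and E2 minus DHT was 0.0633 in the Parkinson set. Here 11 results stayed the same. With pairings drawn only among the arrays of a group, also chosen after seeing results, the p of the doses was 0.0715 in the Parkinson set, 0.199 in the Axon guidance set, 0.371 in the Pluripotent set, 0.252 in the Neural development set and 0.318 in the Oxidative stress set, where it was under 0.05 over all pairings, and 2 results stayed the same. With PCB left out of that reference, also chosen after seeing results, 0 probes passed for T3, DEX and TCDD. With the other chemicals of the authors' normalization set as the reference, 4422 probes passed for E2, 1589 for DHT, 3159 for T3, 4104 for DEX, 5115 for TCDD, 2538 for TMD, 2275 for DEHP and 3302 for MPA, and 4 results stayed the same. Tested over all chemicals within their group of arrays, 2204 probes passed, and 0 without PCB, where 14270 passed without groups.

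Without the E2 10 nM array, 2 probes passed for E2, 2 for DHT, 1297 for T3, 1400 for DEX and 1468 for TCDD against DMSO, and 3 for E2 minus DHT. The difference between groups in the Alzheimer set was -0.0202, and the ratio in the Axon guidance set was 3.21, while 55 results stayed the same.

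In the leave-one-out fits, in which 1 of the doses of a chemical was left out in turn, the numbers of probes against DMSO were E2 2 to 1798, DHT 0 to 1, T3 140 to 147, DEX 89 to 145, TCDD 158 to 174, DEHP 2967 to 3488. Against the other 11 chemicals they were DHT 3108 to 4410, BPA 5182 to 5530, T3 342 to 451, DEX 599 to 755, TCDD 509 to 1394, PCB 797 to 1959, TMD 1228 to 1703, DEHP 1263 to 2490, PMT 1698 to 2762, CPM 1741 to 1865, MPA 2177 to 3251. DEX minus DHT gave 631 to 824 probes, E2 minus DHT 3 to 2770 and TCDD minus PCB 2283 to 3131. Rarb in PMT was -0.0031 to 0.43. PMT lay at 1.32 to 1.62 in the Alzheimer set and at 1.498 to 1.890 in the Neural development set, and did not pass without its lower dose in either. Tsc1 and Rarg in TMD and Uchl1 in PMT each passed with 1 of the doses only. Without the higher dose and without the lower dose, 26 results each stayed the same.

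A BeadChip block was not run, since which array lay on which chip was not given in the sources used here. No paired analysis was possible because each condition had 1 array and no replicate number. Only 31.9% to 36.2% of the probes were detected on an array, and genes near background, such as Rara and Rarb, have larger errors than others, so a lack of a difference there has little weight.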

Differences from the paper's values

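The tests named here were chosen before the data were examined, except those within the group of arrays, which were chosen after seeing results. The paper's plots rest on network parameters that include morphology, while only gene expression is compared here.

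The paper reports that TMD lowered Fmr1. Here its log2 ratio to DMSO was 0.33 (adjusted p = 0.469). The only setting with the paper's direction was the comparison with PMT and CPM, at -0.064, which did not pass.

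The paper reports that PMT raised Casp9. Here Casp9 had a log2 ratio of -0.21 (adjusted p = 0.341). The authors' normalized table, at 0.058, and the comparison with TMD and CPM, at 0.0545, have the paper's direction and did not pass.

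The paper places PMT and DEX close to DMSO, yet apart from it, in the Alzheimer and Parkinson sets. In expression PMT was farthest from DMSO in the Alzheimer set, at 0.846, and 4th in the Parkinson set, at 0.469, and DEX was 6th and 5th. The distance of PMT from the other chemicals of its group in the Alzheimer set was 0.865 times the mean of such distances over all groups.

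The paper has E2 farther from DMSO than DHT in the Alzheimer set, and the same order was found here (0.429 and 0.273). It turned with probes detected on all 25 arrays (-0.0135 for E2 minus DHT). For the Parkinson set it reports the opposite order, while the distances here were 0.428 and 0.256. With the other 11 chemicals as the reference, E2 minus DHT was -0.146 in the Parkinson set, which has the paper's order.

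The paper sets TMD apart in the Autism set. Here it was 4th, at 0.681 (exact p = 0.319). With the median absolute log2 ratio it was 1.44 times the mean of the others (exact p = 0.0145), which has the paper's direction.

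The paper describes the chemicals as nearly evenly distant from DMSO in the Axon guidance set. Here the distances differed by a ratio of 2.06, and the chemicals differed more than the doses (permutation p = 0.00207). With pairings drawn only among the arrays of a group they did not (permutation p = 0.199).

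The paper sets PMT and PCB apart in the Pluripotent set. Here PMT was 3rd (exact p = 0.0978) and PCB 7th (exact p = 0.652). PMT passed in the authors' normalized table (1.46), with the mean of all probes (1.52) and with the median absolute log2 ratio (1.73), and PCB with the distances from the other chemicals of the group of arrays, tested over the arrays of all groups (1.57). For the Neural development set it places both away from DMSO. Here PMT was farthest (exact p = 0.0217) and PCB was 6th (exact p = 0.496). PCB came nearest to passing with the median absolute log2 ratio (1.502, exact p = 0.0507).

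The paper groups the chemicals by color in the Alzheimer set. Here distances within these groups (0.522) and between them (0.528) did not differ (exact p = 0.406), in no setting. The paper lets the first components stand for all of the variance, while in expression they held 68.5% to 80.3%.

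The paper relates Th, Slc6a3 and Esr1 to other parameters in the Parkinson network. Here these genes were detected on no array.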

Other observations

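The tests of this part were written in advance, except those within the group of arrays, which were chosen after seeing results. They concern results that the paper does not discuss.

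Target genes of the receptors through which the chemicals act did not pass as lists in camera against DMSO, except in BPA. The paper gives the target of BPA as unknown, with ERα in parentheses. There, 5 estrogen receptor targets had a median log2 ratio of -1.05 (adjusted p = 0.0334, and 0.166 with the correlation estimated). BPA had no other chemical in its group of arrays to compare with. In PCB, for which ERα is named in the same way, the list was at -0.0068 and did not pass. For TCDD, 4 targets of the aryl hydrocarbon receptor had a median log2 ratio of -0.10 (adjusted p = 0.996). Cyp1b1 was at 0.60 (adjusted p = 0.373 in limma). Cyp1b1 and Tiparp were detected on 5 arrays each, Ahrr on 2 and Nqo1 on 25, so the list median has little weight. Against T3, DEX and PCB, Cyp1b1 was higher by 0.60 (standard error 0.25, adjusted p = 0.208 in limma). Tiparp was at 0.10 there, Nqo1 at 0.046 and Ahrr at -0.031. For DEX, 11 glucocorticoid receptor targets had a median of -0.013 and a mean of 0.023 (adjusted p = 0.995). For T3, 6 thyroid hormone targets were at 0.15 (adjusted p = 0.997), and for DHT 4 androgen targets at -0.038 (adjusted p = 0.976). For E2, 5 estrogen receptor targets had a median of 0.086 and a mean of -0.039 (adjusted p = 0.929). The genes of the estrogen receptors, Esr1 and Esr2, were detected on no array. Retinoid targets in MPA were at -0.10 (13 genes, adjusted p = 0.828), genes of the Hedgehog pathway and its targets in CPM at 0.67 (6 genes, adjusted p = 0.383) and PPAR targets in DEHP at -0.34 (9 genes, adjusted p = 0.355). Single members passed in limma. In CPM, Gli2 (1.05), Gli3 (0.92) and Boc (1.00) were higher. Smo (0.42) was higher, and Cdon (-0.59) and Ptch1 (-0.44) lower, without passing (adjusted p = 0.157, 0.0646 and 0.135 from limma). As members of this list went both ways, a test for a shared direction has little weight there. In DEHP, Pdk4 (-1.56), Angptl4 (-0.60), Slc25a20 (-0.56) and Acadm (-0.44) were lower, and in MPA Hoxb1 (-1.76), Hoxb2 (-1.13) and Meis2 (-0.82). Boc on DMSO, Hoxb1 after MPA and Hoxb2 after the higher dose of MPA (log2 signal 5.65) were near background, so their ratios are lower bounds in size. None of these passed within the group of arrays.

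Of 34 lists and 12 chemicals, 36 of 408 combinations passed against DMSO, and 3 with the correlation between genes estimated. Within the groups of arrays, 16 of 374 passed, and 0 with the correlation estimated. The genes of the Pluripotent set were higher in BPA (median log2 ratio 0.41), TMD (0.34), PMT (0.34) and CPM (0.35), with adjusted p of 0.0024, 0.0081, 0.0099 and 0.0025, and none passed with the correlation estimated.

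In the Oxidative stress set BPA was farthest from DMSO, at 0.651 (exact p = 0.00362, the smallest possible), and DHT nearest, at 0.288, and the chemicals differed more than the doses (permutation p = 2e-05), but not with pairings drawn only among the arrays of a group (permutation p = 0.318).

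Compared directly, E2 and DHT differed in 0 probes in limma (2913 at an unadjusted p under 0.05). This depended on the 10 nM array of E2, which had the fewest probes detected of the 25 arrays (14451). DEX was higher than DHT in 1212 probes and lower in 989, E2 higher than DEX in 543 and lower in 800, and TCDD higher than PCB in 2097 and lower in 2337. From 1 array of DEX alone, DEX and DHT differed in 631 or 824 probes, and from 1 array of TCDD alone, TCDD and PCB in 2283 or 3131. E2 and DHT, and TCDD and PCB, share a group of arrays and the other pairs do not.

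Of 11 pairs of genes whose relation was to be followed, 2 had both genes measured. The strongest relation was between Rarg and Fmr1 over the 8 nanomolar arrays (r = -0.60, permutation p = 0.122, and -0.45 without the 2 farthest arrays), and none passed an adjustment (p = 0.488).

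In BPA, Acta2 rose by 4.47 on the log2 scale while Aqp8 (-5.25), Stc1 (-4.95), Srgn (-4.76) and Ttr (-4.34) fell. DEHP and MPA shared higher Slco2b1 (3.98 and 4.40) and lower Mgp (-3.27 and -3.21) and Esrrb (-1.74 and -2.08). Lox was lower in TMD, PMT and CPM (-2.80, -2.99 and -3.09). Slco2b1 was not detected on DMSO, and Stc1, Ttr and Lox not after these chemicals, while Srgn in BPA and Mgp in DEHP and MPA were detected on 1 of 2 arrays, so their ratios are lower bounds in size. Within its group of arrays PCB had higher Bmx (2.53, and 1.01 against DMSO) and Hoxb2 (1.60) and lower Drp2 (-2.05) and Fst (-1.71). Bmx was detected on 1 of 2 arrays each in T3, DEX and TCDD, and Drp2 was not detected after PCB. The differences of Bmx and Drp2 within the group are thus lower bounds in size. All passed in limma, and for chemicals that share a group of arrays they did not pass between the chemicals of the group, except for PCB.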
